A study of Xenopus tropicalis with 2 samples. Its data were reported in "Foxi2 and Sox3 are master transcription regulators that control ectoderm germ layer specification in Xenopus" (2025).

How the data were processed

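RNA of single nuclei was measured in wild-type Xenopus tropicalis embryos at stage 10.5, the early gastrula. In the Parse method used, nuclei are fixed, barcoded in rounds of wells and split into sublibraries before amplification. The 2 samples are sublibraries 1 and 2 of 1 pool of nuclei. They formed 1 group, with the sublibrary as a technical replicate, and no other group was analysed here.

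The authors aligned the reads with Parse Batch Analysis v1.1.4 at default settings to the genome assembly UCB_Xtro_10.0. The deposited counts are distinct transcripts, or unique molecular identifiers (UMIs), per barcode and gene, not normalised and not filtered, with both sublibraries in 1 matrix of 215209 barcodes and 21821 genes. The deposited barcode table gives counts of genes, transcripts and reads per barcode, and the suffix of each barcode gave its sublibrary. How reads shared between similar genes were counted is not given in the sources used here, so members of gene families such as the astacin-like and keratin genes can share counts. 5 symbols occur on more than 1 row, and their later rows were kept under the gene ID.

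Barcodes with at least 1500 genes were kept as nuclei, the minimum that the study states. Scrublet (scanpy 1.11.5) was run on each sublibrary. Its automatic thresholds called 1 nucleus, a share under 0.5%, so the automatic call was taken not to have worked. 5 score thresholds were looked at (0.1, 0.12, 0.15, 0.2 and 0.25), and nuclei with a score above 0.15 were removed. That value was chosen after the scores of clusters had been seen, and it removed 9.36% of the nuclei.

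Counts were scaled to 10000 per nucleus and log-transformed, and 2000 highly variable genes were chosen after leaving out the target genes of Foxi2 and Sox3, the 2 factors and the genes the study places by layer, so that the place of these genes was not built into the clusters. 30 principal components, 15 exact nearest neighbours, a shared-neighbour graph and Leiden clustering (leidenalg 0.10.2, igraph 0.11.9) at resolution 1 gave 15 clusters. These settings, the gene lists, the marker genes and the rule for the genes named in the text were set before the data were examined.

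Clusters were named from fixed markers, of which some were themselves found by the study in these nuclei. For each marker list with at least 50 UMIs per gene, log2(CPM + 1) of the summed counts was standardised over clusters and averaged. The layer was the higher of the outer and the inner list. The region was the highest of the lists for non-neural and neural ectoderm, dorsal and ventral mesoderm, and dorsal and ventral endoderm. A name needed at least 3 markers above their level in all other nuclei, and no more markers of other germ layers than of its own among the 10 leading genes. Clusters with a median doublet score above 0.1 or fewer than 20 nuclei stayed unnamed. Clusters with at least 4-fold more dscaml1 and tp73 than all other nuclei, which the study also left without a name, were kept apart. This naming rule was set after marker scores had been seen at 3 resolutions, and before any value of a target list had been seen. Marker scores over all clusters were preferred to scores within a layer because they named more clusters, and the other form was kept as an alternative. Class shares can differ from those of the study because the names were rebuilt.

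Counts were summed over the nuclei of a class and divided by the class total, giving CPM, the usual scaling of counts to a fixed total. The germ layer ratio of a gene is log2 of its CPM + 1 in ectoderm-like nuclei over that in mesoderm- and endoderm-like nuclei, and the layer ratio is the same for inner over outer ectoderm-like nuclei. Nuclei are not replicates and only 1 pool was sampled, so no test was made and no p-value is given. Values are given as mean ± SD over the 2 sublibraries, which covers technical spread only. Genes entered a list by their counts over both sublibraries, a rule that replaced a minimum in each sublibrary after the first values had been seen. It left values over both sublibraries as they were and changed the means, the SDs and so which alternatives counted as moved. Sums of counts have exact 95% Poisson intervals and shares have exact 95% binomial (Clopper-Pearson) intervals, both for counting error only.

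The target lists come from knockdown and binding experiments of the study in other samples: 34 genes activated by both Foxi2 and Sox3, 87 activated by Foxi2 only, 180 activated by Sox3 only and 216 repressed by either, of which 33, 81, 164 and 201 had a gene of that symbol in the matrix. The activated lists hold only genes that were both activated and bound. Genes activated by both factors but not marked as bound by both are in none of them, and markers were left out of the repressed list. The lists for 1 factor alone are shorter than the numbers the study states, and the rule behind those numbers was not found. Genes of a list with at least 50 UMIs in the nuclei compared were used. The percentile of a list median is its place among 10000 random lists of the same size, drawn within 20 bins of mean CPM from genes outside the lists and markers. It describes these nuclei and is not a test. The coefficient of variation (COV) is the SD over the mean of a gene across ectoderm-like nuclei, on counts scaled to the same total. For shares of nuclei with a UMI, each nucleus was also thinned to 2500 UMIs, which left out 0 nuclei.

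The genes named are foxi2, sox3, dscaml1, tp73 and the genes the study places by layer. From the activated lists, the 3 genes at each end of both ratios are named (with the same sign in both sublibraries). For each cluster, the 3 leading genes by fold over all other nuclei are named, among genes with a UMI in at least 10% of its nuclei. The last are the 5 genes at each end of the layer ratio with at least 200 UMIs. These were taken outside the lists, the markers and the genes placed by layer. Gene positions are those of the reference annotation of UCB_Xtro_10.0, matched by symbol. That annotation gave spans of whole genes only.

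The functions were tested on simulated data. For the 2 ratios, counts of 11209 genes were drawn with 200 genes changed by 1 on the log2 scale. All of the changed genes (100%) came out with the right sign, with medians of 0.95 and -0.95, and 11.0% of 200 unchanged lists lay outside the percentiles 5 to 95. For the COV, on 7664 simulated genes, a list of 100 genes with extra variation reached the percentile 100, and 10.5% of unchanged lists lay outside 5 to 95. Clustering of 1500 simulated nuclei of 3 types gave an adjusted Rand index of 1.

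18 kinds of alternative were planned, among them gene minimums of 1000 and 2000, no removal of doublets, each sublibrary alone, other resolutions, gene numbers and seeds, target genes kept among the features, and other forms of the ratio and of the COV. 5 were added after the data had been seen: a doublet score of 0.12, 3 other naming rules, and random lists drawn from the highly variable genes. An alternative counted as moved when it differed from the value reported by more than 1 SD of the sublibraries, or for counts of nuclei by more than 1.5 times, and as reversed only when its sign was opposite. A median of exactly 0 counted as moved, which was decided after such medians had been seen. Random lists from the highly variable genes were added because lists whose genes spread widely reach extreme percentiles easily. Lists of 23 p53 pathway genes, of mitochondrial genes and of maternal genes were written after the first look at clusters, for tests in the closing section. Barcodes with fewer than 200 genes were chosen as a background set after gene counts had been viewed. For chromosomes, each nucleus was thinned to 2500 UMIs and the share of its UMIs from each of 10 chromosomes was taken. A second pass left out genes with more than 0.1% of the UMIs of any cluster compared, which left 21318 genes, and correlated the shares of odd and even genes, and of the left and right part, of each chromosome across the nuclei of a cluster. The calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0.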

Results

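Single-nucleus RNA-seq was performed on wild-type Xenopus tropicalis embryos at stage 10.5, an early gastrula stage at which ectoderm, mesoderm and endoderm are being set apart. The data form 1 group of 2 samples, which are sublibraries of the same pool of nuclei and so technical replicates. With 1 pool and no other condition, the comparisons below are between classes of nuclei within the pool, and no biological replicate error could be measured. The study asked in which germ layer, and in which layer of the ectoderm, the genes directly regulated by the transcription factors Foxi2 and Sox3 are expressed.

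Sublibrary 1 held 44341256 UMIs in 107699 barcodes, and sublibrary 2 held 44026454 UMIs in 107510 barcodes. At least 1500 genes were detected in 4245 and 4229 barcodes, which carried 58.1% and 58.6% of the UMIs. After removal of doublets, 3840 and 3841 nuclei remained, 7681 in total. Median depth was 4502 and 4516 UMIs per nucleus, with 1800 and 1802 genes. The gene minimum moved the number of nuclei most, with 14686 nuclei kept at a minimum of 1000 genes and 2875 at 2000. The summed counts of the 2 sublibraries differed by more than counting error, with a chi-square per gene of 1.55 over 11268 genes, so they were kept as separate technical replicates.

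Clustering gave 15 clusters, of which 11 were named from marker genes. Ectoderm-like nuclei made up 43.7% ± 0.00805 (SD, n = 2) of all nuclei, mesoderm-like nuclei 28.9% ± 0.613 (SD, n = 2) and endoderm-like nuclei 8.42% ± 0.311 (SD, n = 2). The 95% Clopper-Pearson intervals were 42.6 to 44.9%, 27.9 to 29.9% and 7.81 to 9.07%. These intervals and the SDs do not cover the naming of clusters, which mattered more. The ectoderm-like share was 24.8% with a minimum of 2000 genes and 53.5% when clusters low in all mesoderm and endoderm lists were counted as ectoderm. The inner layer of the ectoderm, the deep cells, held 1263 neural and 1247 non-neural ectoderm-like nuclei. The outer layer, the surface cells, held 850 nuclei, all non-neural ectoderm-like. No outer neural cluster reached 3 raised markers. Lrp2 is in both the inner and the neural list, and pdgfa in both the inner and the non-neural list. An inner neural cluster of 755 nuclei passed with sox2, lrp2 and pax3 only. Shared markers make the rule harder to meet for outer clusters, so it cannot show that outer neural nuclei, which the study names, are absent. An outer cluster of 750 nuclei (9.76%) had 1 raised neural marker and stayed unnamed, so the outer class does not cover the whole surface layer. A cluster of 197 nuclei (2.56%) had a median of 14442 UMIs and a doublet score of 0.123, and was left out as mixed. A ventral mesoderm-like cluster of 781 nuclei had only 5 of 8 mesoderm markers raised and counted as mesoderm-like.

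Each cluster was described by its 3 leading genes, which include target genes although these were left out of the clustering. The leading genes, by fold over all other nuclei, were bmper, ventx3.2 and cdx2 in the first ventral mesoderm-like cluster (5.5-fold for bmper) and rspo3, LOC105948415 and wnt8a in the second (12.6-fold for rspo3). They were shh, plod2 and lhx6 in dorsal mesoderm-like nuclei. In the inner neural ectoderm-like clusters they were pde7b, ak1 and bmpr1b (6.7-fold for pde7b), and LOC108648189, zic4 and slc25a24 (4.3-fold for LOC108648189). In the inner non-neural ectoderm-like clusters they were insm1, pax3 and pdgfa (4.9-fold for insm1), and mettl24, arhgap42 and epha3 (6.1-fold for mettl24). In the outer non-neural ectoderm-like clusters they were creb3l4, ugt3a2 and fes (15.3-fold for creb3l4), and astl2d.1, golga7b and astl2c (7.1-fold for astl2d.1). They were foxp2, frzb2 and cdh12 in dorsal endoderm-like nuclei (41.3-fold for foxp2) and slc12a3l, LOC101733480 and slc5a8.1 in ventral endoderm-like nuclei (82.9-fold for slc12a3l). The unnamed outer cluster was led by tspan1, f3 and kcnip1, and the mixed cluster by myof.1, gpt and wnk2, with 2.6-fold at most. Wnt8a and pdgfa are markers of the class they led, so their place is not independent of its name. Pax3 is in the neural marker list, so by the lists alone its place in an inner non-neural cluster goes against that name. The study also names an inner neural plate border state, for which no marker list was set here. The lists therefore cannot tell such a state from a wrong name. Cdx2, insm1, zic4, slc25a24, astl2d.1, astl2c, golga7b and slc5a8.1 are in the activated lists, and slc12a3l and tp73 in the repressed list.

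The transcripts of the factors themselves were compared between germ layers. Sox3 (XBXT10g008032, chromosome 8, 55346463 to 55348089, UCB_Xtro_10.0) had 203 CPM in ectoderm-like nuclei (95% Poisson interval 196 to 210, 3325 UMIs) and 133 CPM in mesoderm- and endoderm-like nuclei (127 to 139, 1977 UMIs). The log2 ratio of 0.61 exceeded the difference between the sublibraries, which gave 0.60 and 0.61, and it was 1.23 at a clustering resolution of 0.5, the setting that moved it most. Sox3 reached 267 CPM in inner neural, 193 CPM in inner non-neural and 128 CPM in outer non-neural ectoderm-like nuclei. A sox3 UMI was found in 52.8% of ectoderm-like nuclei (median depth 4336 UMIs) and in 38.2% of mesoderm- and endoderm-like nuclei (median depth 4583 UMIs). At 2500 UMIs per nucleus these shares were 36.3% (Clopper-Pearson interval 34.7 to 37.9%) and 24.7% (23.1 to 26.3%). Dorsal endoderm-like nuclei, with a median depth of 4755 UMIs, had the lowest share, 6.85% (4.48 to 9.95%), taken here as the level that free RNA can reach.

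Foxi2 (XBXT10g014139, chromosome 7, 24018956 to 24022142) was near the limit of detection in these nuclei. It had 33 UMIs in ectoderm-like nuclei, 2.01 CPM (1.39 to 2.83), and 40 UMIs in mesoderm- and endoderm-like nuclei, 2.69 CPM (1.92 to 3.66). The fold of 0.748 had an exact interval of 0.457 to 1.22, so no difference between germ layers was detectable at this depth. A foxi2 UMI was found in 0.982% of ectoderm-like nuclei (Clopper-Pearson interval 0.677 to 1.38%), in 1.33% of mesoderm- and endoderm-like nuclei (0.940 to 1.82%) and in 0 of 282 ventral endoderm-like nuclei, which are too few to set a level. The intervals of ectoderm and of the other germ layers overlapped, so the share in ectoderm could not be told from background. In inner and outer ectoderm-like nuclei the 1.98 and 2.12 CPM (24 and 9 UMIs) also had overlapping intervals.

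The genes that the study places in the inner or the outer ectoderm were compared between the layers. Epas1, nectin2 and grhl3, which it also places in the outer layer, were markers used for naming and were left out. These places were partly taken from the same nuclei, so the comparison is not independent of them. All 10 inner genes compared were higher in inner, and all 6 outer genes compared, grhl1 not counted, were higher in outer ectoderm-like nuclei. The counts were the same in each alternative that had an outer ectoderm-like class. For 2 inner genes the difference was not detectable at this depth. Foxi1 (XBXT10g014147) had 10 UMIs and 0.824 CPM in inner nuclei and 0 UMIs in outer nuclei, where the Poisson interval reaches 0.868 CPM, and the intervals of szl (XBXT10g006765), with 142 and 34 UMIs, overlapped. The inner gene with the highest ratio was col18a1 (XBXT10g001118, chromosome 9, 61517942 to 61620987), with 6618 CPM in inner and 566 CPM in outer nuclei, a log2 ratio of 3.55 ± 0.19 (SD, n = 2). Prdm14 (XBXT10g013647, chromosome 6, 120147777 to 120157672), activated by both factors, had 130 CPM in inner and 51 UMIs in outer nuclei, and a log2 ratio of 3.33 ± 0.07 (SD, n = 2). The outer gene with the lowest ratio was atp1b2 (XBXT10g011400, chromosome 3, 153646886 to 153658419), with 142 UMIs in inner and 4209 UMIs in outer nuclei despite the smaller outer class, a log2 ratio of -6.29 ± 0.17 (SD, n = 2). Krt7 (XBXT10g012177, chromosome 2, 148147014 to 148153273) had 86.8 and 1530 CPM, and a log2 ratio of -4.13 ± 0.07 (SD, n = 2). Grhl1 (XBXT10g002944, chromosome 5, 138090622 to 138112177) had 91.3 CPM (86.0 to 96.9) in inner and 2003 CPM in outer nuclei, and a log2 ratio of -4.44 ± 0.09 (SD, n = 2). Mesoderm- and endoderm-like nuclei had 68.8 CPM (64.7 to 73.2), with an SD over sublibraries of 15.8 CPM. The inner counting interval lay above this one without overlap. The mesoderm- and endoderm-like class includes outer ventral endoderm-like nuclei, and no background level of grhl1 was measured. Whether the inner level of grhl1 is expression in the inner layer therefore stays open.

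Of the 7 genes that the study names as expressed in all ectodermal states, 5 had clear counts in both layers. Igf3 had 72 and 10 UMIs, and its outer level of 2.35 CPM (1.13 to 4.33) could not be told from its 1.95 CPM (1.31 to 2.80) in mesoderm- and endoderm-like nuclei. For hes5.1 (XBXT10g014310) there were 5 and 1 UMIs, so its layer ratio of 0.19 has no detectable sign. 4 genes were higher in outer and 3 in inner nuclei. The lowest ratio was that of dlx3, with 16.5 CPM in inner and 33.9 CPM in outer nuclei, and the highest that of igf3, a log2 ratio of 1.06 ± 0.18 (SD, n = 2). The sign of klf5, at -0.59, changed with 4000 variable genes (0.038), and that of lhx5, at -0.23, changed without removal of doublets (0.28) and with another seed (0.18). Neural nuclei are in the inner class only, so these ratios mix layer with neural fate. With clusters low in all mesoderm and endoderm lists counted as ectoderm, the outer class also held the unnamed outer cluster. The ratios then shrank for dlx3 (-0.52), tfap2a (-0.47), klf5 (-0.091), lhx5 (-0.040) and igf3 (0.90). Those of tp53inp2 (0.40) and hes5.1 (0.33) rose.

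**Figure D1:**
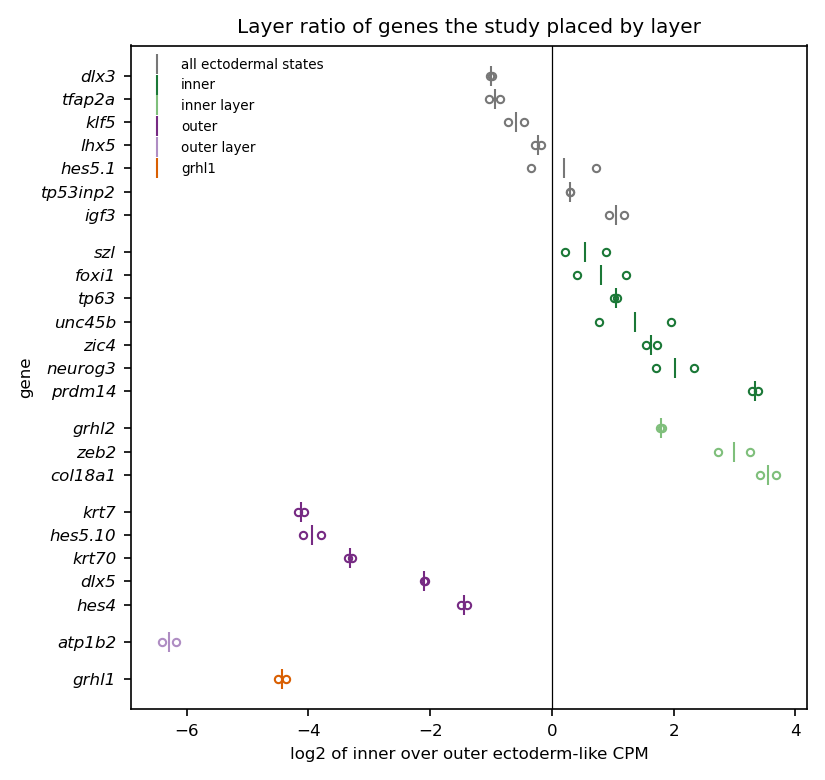
Log2 of inner over outer ectoderm-like CPM (horizontal axis) of genes the study placed by layer that were not used as markers (vertical axis). Circles are the 2 sublibraries and bars their mean. The 10 inner genes lie above 0, and the 6 outer genes and grhl1 below 0. The means of genes of all states reach 1.06 at most. Of these genes, hes5.1 differs in sign between sublibraries, and klf5 and lhx5 change sign with the processing.

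The germ layer ratio was used to ask whether direct targets were higher in ectoderm. In the list activated by both factors, 28 genes had enough UMIs and 18 of them were higher in ectoderm-like nuclei, with a median log2 ratio of 0.49 and quartiles of -1.01 and 1.82. In the list activated by Sox3 only, 86 of 138 genes were higher in ectoderm-like nuclei, with a median of 0.42. In the list activated by Foxi2 only, 29 of 53 genes were higher, with a median of 0.14. In the repressed list, 45 of 106 genes were higher, with a median of -0.30. Over the sublibraries the means of the medians were 0.49 ± 0.06, 0.39 ± 0.02, 0.098 ± 0.0015 and -0.35 ± 0.05 (SD, n = 2, in the same order). Both sublibraries gave a Foxi2-only median (0.097 and 0.099) below the 0.14 over both. The SD of 0.0015 therefore understates the spread of this value, and by it nearly any change counts as moved. The setting that moved the joint list most was a naming rule that asked for a clear lead of the highest marker list, which gave 1.22. The Foxi2-only median fell to 0.011 with a minimum of 2000 genes and to 0.010 with no UMI minimum, and the repressed median to 0 with no UMI minimum.

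Against random lists matched on expression, the joint and the Sox3-only medians both lay at the percentile 100, the Foxi2-only median at 85.6 and the repressed median at 0. When random lists were drawn from the highly variable genes, the percentiles were 97.6, 100, 97.0 and 32.6. The low place of the repressed list therefore depended on which genes it was compared with. The sublibraries alone gave 63.8 and 57.2 for the Foxi2-only list, below the value over both. With a minimum of 2000 genes the Sox3-only percentile fell to 5.73 and the Foxi2-only percentile to 14.2. Over all alternatives the range was 94.7 to 100 for the joint and 5.73 to 100 for the Sox3-only list. It was 14.2 to 97.0 for the Foxi2-only and 0 to 47.8 for the repressed list. Only the joint list kept a high place in every alternative. Apart from the minimum of 2000 genes, the Sox3-only percentile was lowest with 1000 variable genes, at 93.4, where the joint percentile was 94.7. In all other alternatives the Sox3-only percentile was at least 99.99. With the minimum of 2000 genes the joint percentile was 99.8. The ectoderm-like class then held 714 inner and 0 outer nuclei, so the Sox3-only fall cannot be told from this change of class.

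Among the activated genes, those with the highest germ layer ratio were astl2c (XBXT10g008090, chromosome 4, 13924347 to 13930750) at 4.19, astl2d.1 (XBXT10g005690, chromosome 4, 13940090 to 13960663) at 4.18 and ag1 (XBXT10g014061, chromosome 9, 60734313 to 60741012) at 3.96. The first 2 are neighbouring astacin-like genes that can share reads. The lowest ratios were those of ca14 (XBXT10g010868, chromosome 8, 133369000 to 133398315) at -4.86, tbxt.2 (XBXT10g016820, chromosome 5, 55088269 to 55098242) at -4.50 and tbxt (XBXT10g009570, chromosome 5, 55128624 to 55135774) at -4.31. Tbxt, the Brachyury gene of mesoderm, had 54.9 CPM in ectoderm-like and 1109 CPM in mesoderm- and endoderm-like nuclei. The activated lists thus held genes at both ends of the germ layer ratio, and their medians describe no single gene.

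The layer ratio was used to ask whether targets leaned to the inner or the outer ectoderm. Neural nuclei are in the inner class only, so this ratio mixes layer with neural fate. The joint list had a median of -0.48, towards the outer layer, with 10 of 25 genes higher in inner nuclei and a mean over sublibraries of -0.50 ± 0.05 (SD, n = 2). The medians were 0.22 for the Foxi2-only list (27 of 45 genes higher in inner nuclei), 0.14 for the Sox3-only list (69 of 129) and 0.12 for the repressed list (48 of 86). The joint median kept its sign in each alternative that gave a value, from -0.67 with 4000 variable genes to -0.17 with a minimum of 1000 genes. The Sox3-only and repressed medians changed sign, at -0.075 and -0.046 with 4000 variable genes and at -0.011 and -0.0085 with the wider ectoderm class. Sublibrary 1 gave a Sox3-only median of 0.20 and sublibrary 2 gave 0.028, so this value was not fixed by the data.

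The joint layer median lay at the percentile 0 of matched lists and at 9.53 of lists drawn from the highly variable genes. The percentiles in matched lists were 76.7 for the Foxi2-only, 18.9 for the Sox3-only and 28.4 for the repressed list. The Sox3-only percentile was 69.9 in sublibrary 1 and 0.06 in sublibrary 2. Over all alternatives the range was 0 to 9.53 for the joint, 5.72 to 99.6 for the Foxi2-only, 0 to 99.98 for the Sox3-only and 0.19 to 72.9 for the repressed list. Prdm14 had the highest layer ratio of the activated genes, followed by LOC116406756 (XBXT10g018823) and dleu7 (XBXT10g002279), both at 3.24. The lowest were astl2c at -6.85, ag1 at -6.35 and astl2d.1 at -5.98, the genes that also led the germ layer ratio.

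**Figure D2:**
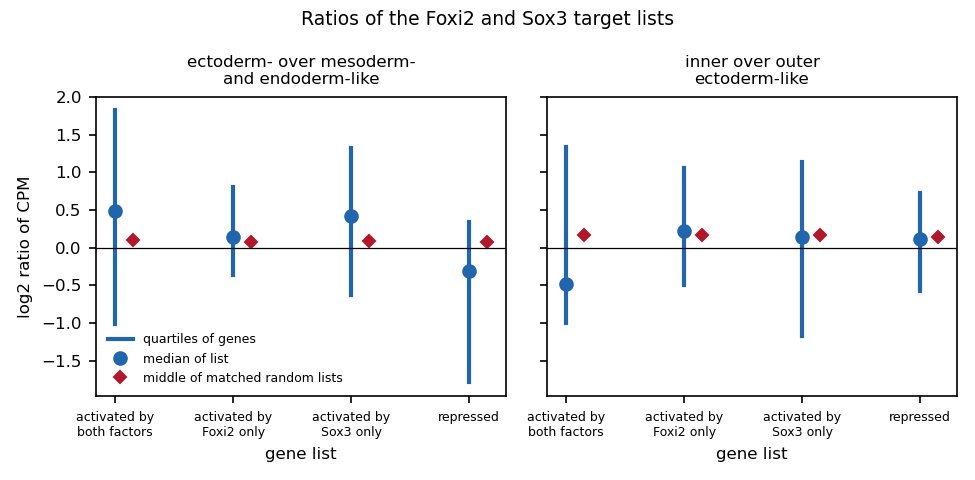
Log2 ratios of CPM (vertical axis) of the 4 target lists (horizontal axis) for ectoderm-like over mesoderm- and endoderm-like nuclei (left) and inner over outer ectoderm-like nuclei (right). Blue points are list medians, blue lines the quartiles of genes and red diamonds the middle of matched random lists; the joint list lies at 0.49 on the left and -0.48 on the right, and the quartiles of all lists cross 0.

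Genes outside the lists, the markers and the genes that the study places by layer were ranked as well. The highest layer ratios were those of pde7b (XBXT10g006470, chromosome 5, 71942961 to 72088805) at 4.29, vcan (XBXT10g019173) at 4.22 and tox (XBXT10g015432) at 4.15. Aifm3 (XBXT10g010497) at 3.87 and LOC108648189 (XBXT10g017374) at 3.47 followed. The lowest were phldb3 (XBXT10g018893, chromosome 7, 119036530 to 119091396) at -6.04, ugt3a2 (XBXT10g013918) at -6.03, rabgap1l (XBXT10g018881) at -6.02, ltbp4 (XBXT10g007632) at -5.90 and evpl (XBXT10g001613) at -5.81. Their SDs over sublibraries ran from 0.02 for evpl to 0.93 for LOC108648189. The outer end of the ratio held larger differences than the inner end, and rabgap1l, the most abundant of these genes, had 3842 CPM in outer and 58.2 CPM in inner nuclei. Aifm3 had 1 UMI in outer nuclei, 0.235 CPM with an interval of 0.00596 to 1.31.

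The variation of target genes across ectoderm-like nuclei was measured by the COV, which falls with expression by counting noise alone. Mean normalised expression had a median of 0.763 in the joint, 0.333 in the Foxi2-only, 0.577 in the Sox3-only and 0.121 in the repressed list, against 0.238 over all genes used. The median COV was 2.53, 2.95, 2.46 and 4.65 in the same order, against 3.39 over all genes. Among random lists of any expression, these medians lay at the percentiles 8.45, 18.9, 0.03 and 99.8, so the activated lists had lower and the repressed list higher variation than most lists. Among random lists of matched expression, they lay at 99.5, 61.5, 99.98 and 72.3. At equal expression the joint and Sox3-only lists thus varied more than most lists, and the matching was the choice that moved this result most.

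A set of nuclei with high dscaml1 and tp73, which the study left without a name, made up 6.61% ± 0.220 (SD, n = 2) of nuclei, 508 in total. Their share was 10.7% with a minimum of 2000 genes, the setting that moved it most. They formed an inner cluster of 367 and an outer cluster of 141 nuclei. Dscaml1 (XBXT10g008112, chromosome 7, 81714790 to 81856335) had 7843 CPM (7721 to 7965) in the inner and 7166 CPM (6978 to 7358) in the outer cluster, against 163 CPM in all other nuclei. Tp73 (XBXT10g016691, chromosome 7, 101305422 to 101398238) had 1682 and 932 CPM against 32.0 CPM. Median depth was 4860 and 4773 UMIs, against 4486 in the other nuclei. With no doublets removed, 8.14% of the inner and 14.6% of the outer cluster had a doublet score above 0.15, against 9.04% in ventral endoderm-like nuclei and 4.18% at most in the other named clusters. The leading genes were hepacam (44.0-fold), tp73 and smc1b in the inner cluster, and sphk1 (50.2-fold), lgals9c and LOC101731336 in the outer cluster.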

Values the study reported

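The study stated that 13,711 nuclei were kept at its cut-off of 1,500 genes per nucleus. It named 13 states of nuclei, which were 5 ectodermal, 4 mesodermal and 4 endodermal.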

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

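The tests on mitochondrial and maternal genes and on foxi2 in nuclei were chosen only after the results they bear on had been seen. Foxi2 was singled out after several genes had been viewed in barcodes with few genes, and other mitochondrial and maternal genes had been seen to be higher there before the lists were written.

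Foxi2 UMIs appeared in barcodes that no comparison uses. In 189449 barcodes with fewer than 200 genes, foxi2 had 98 UMIs, 8.88 CPM (95% Poisson interval 7.21 to 10.8). In the 7681 nuclei it had 106 UMIs, 2.50 CPM (2.05 to 3.02), so it was 3.55-fold higher outside the nuclei. Sox3 was 1.21-fold higher in the same barcodes. Barcodes with few genes hold free RNA, pieces of nuclei and cytoplasm, and they are not cells. The 5 mitochondrial genes tested had a median log2 ratio of 2.00 in these barcodes over nuclei, at the percentile 100 of random lists, as cytoplasmic RNA would give. The 19 maternal genes with enough UMIs had a median of 0.41 (16 of 19 higher), above 99.5% of matched lists but under the 0.5 that had been set. Read strictly, that test went against leftover maternal RNA. Because the list lay so high among random lists, it was read afterwards as leaving the question open, since the 2 parts of the test disagree. Cytoplasmic foxi2 RNA is a candidate source of the UMIs outside nuclei, and its maternal origin cannot be told apart from early zygotic RNA in the cytoplasm, since UMIs do not date a transcript.

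Foxi2 UMIs in nuclei showed no preference for a germ layer, with a fold of 0.748 (0.457 to 1.22) for ectoderm-like over mesoderm- and endoderm-like nuclei. Free RNA as the only source would give a fold near 1, and a weak ectodermal expression could also lie within the interval. These cannot be told apart with 33 and 40 UMIs. The design holds 1 group, so no biological explanation could be tested against another group.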

How the results depend on the processing

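Alternatives changed 1 choice at a time. Of the values that answer a comparison, 156 stayed within 1 SD of the sublibraries (counts of nuclei within 1.5 times the value reported), 162 moved by more and 4 changed sign. Because both sublibraries came from 1 pool their SD was small, so a moved value is often a small change. For named genes and secondary values 327 stayed, 188 moved and 5 changed sign. In each case the cause was not tested unless the setting itself gives it, as fewer or more nuclei or genes do. No alternative with both layers changed the counts of 10 inner and 6 outer genes, and the joint germ layer median stayed above 0 (0.21 to 1.22) and its layer median below 0 (-0.67 to -0.17). The Sox3-only germ layer median stayed above 0 (0.036 to 0.62) and the Foxi2-only median too (0.010 to 0.23). With a minimum of 2000 genes, a resolution of 0.5 or 1000 variable genes there was no outer ectoderm-like class, so no layer value could be had. In the sentences below, lists are named joint, Foxi2-only, Sox3-only and repressed.

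With at least 1000 genes, 14686 nuclei were kept. Shares were 49.9% ectoderm-like, 15.3% mesoderm-like, 16.5% endoderm-like and 6.26% dscaml1/tp73. For the germ layer ratio the values were 0.99 (joint), 0.17 (Foxi2-only), 0.48 (Sox3-only), -0.15 (repressed) and 0.95 (sox3), the joint layer ratio was -0.17, and the joint COV percentile was 88.8. With at least 2000 genes, 2875 nuclei were kept. Shares were 24.8%, 18.8%, 11.4% and 10.7% in the same order. The germ layer ratios came to 0.32 (joint), 0.011 (Foxi2-only), 0.036 (Sox3-only), -0.57 (repressed), -0.48 (foxi2) and 0.54 (sox3). Germ layer percentiles fell to 14.2 (Foxi2-only) and 5.73 (Sox3-only), and COV percentiles were 98.4 (joint), 89.0 (Foxi2-only) and 96.3 (Sox3-only).

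Without removal of doublets, shares were 33.4% ectoderm-like and 25.7% mesoderm-like. Germ layer ratios were 0.62 (joint), 0.042 (Foxi2-only) and 0.31 (Sox3-only), and layer ratios -0.18 (joint), 0.46 (Foxi2-only) and 0.48 (Sox3-only). COV percentiles were 99.9 (joint), 86.7 (Foxi2-only) and 99.3 (Sox3-only), and the layer ratio of lhx5 changed sign to 0.28.

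At a resolution of 0.5, shares were 42.8% ectoderm-like, 6.85% mesoderm-like and 20.4% endoderm-like. For the germ layer ratio the values were 0.31 (joint), 0.23 (Foxi2-only), 0.26 (Sox3-only), -0.44 (repressed), -0.10 (foxi2) and 1.23 (sox3). At 1.5 times the resolution, shares were 43.4%, 26.4% and 11.5%, and germ layer ratios 0.14 (Foxi2-only) and 0.58 (sox3). With target genes kept among the features, shares were 49.3%, 22.5% and 13.7%, and germ layer ratios 0.61 (joint), 0.12 (Foxi2-only), 0.46 (Sox3-only) and 0.70 (sox3).

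With 1000 variable genes, shares were 31.9% ectoderm-like, 24.8% mesoderm-like, 7.17% endoderm-like and 6.03% dscaml1/tp73, and germ layer ratios 0.21 (joint), 0.14 (Foxi2-only), 0.15 (Sox3-only) and -0.52 (repressed). With 4000 variable genes, shares of the germ layers were 41.1%, 17.3% and 12.8%. The germ layer ratios came to 0.093 (Foxi2-only), 0.33 (Sox3-only) and -0.24 (repressed), and layer ratios -0.67 (joint) and 0.37 (Foxi2-only). The layer ratios of the Sox3-only (-0.075) and repressed (-0.046) lists and of klf5 (0.038) changed sign. With another seed, shares were 41.2%, 26.3% and 8.81%. Germ layer ratios were 0.77 (joint), 0.15 (Foxi2-only) and -0.42 (repressed), and layer ratios -0.28 (joint), 0.32 (Sox3-only) and 0.22 (repressed). The layer ratios of hes5.1 (-0.030) and lhx5 (0.18) changed sign.

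With the mean of per-nucleus CPM, germ layer ratios were 0.43 (joint), 0.12 (Foxi2-only), -0.36 (repressed) and 0.61 (sox3). With no UMI minimum they were 0.32 (joint), 0.010 (Foxi2-only), 0.29 (Sox3-only) and 0 (repressed), layer ratios were 0 (Foxi2-only) and 0 (repressed), and COV percentiles 99.1 (joint), 87.5 (Foxi2-only) and 79.8 (Sox3-only). Genes with no UMI in either class have a ratio of 0 and draw medians there. With at least 200 UMIs, germ layer ratios were 0.15 (Foxi2-only) and -0.74 (repressed), the Foxi2-only layer ratio was 0.34, and COV percentiles were 100 (joint) and 97.9 (Foxi2-only).

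COV percentiles were 98.5 (joint) and 99.4 (Sox3-only) on thinned counts, and 99.98 (joint), 84.1 (Foxi2-only) and 99.1 (Sox3-only) across all nuclei. On log-normalised values, where a COV has limited meaning, they were 99.5 (joint), 70.1 (Foxi2-only) and 25.4 (repressed). With random lists not matched on expression they were 8.84 (joint), 19.1 (Foxi2-only) and 0.05 (Sox3-only), in a second draw of the kind of lists used in the report, which follows from the expression of the lists.

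Of the 5 alternatives chosen after seeing the data, a doublet score of 0.12 gave shares of 47.4% ectoderm-like, 26.7% mesoderm-like, 9.80% endoderm-like and 6.38% dscaml1/tp73. For the germ layer ratio the values were 0.11 (Foxi2-only), 0.51 (Sox3-only) and 0.71 (sox3), the repressed layer ratio was 0.0045, and COV percentiles were 99.8 (joint), 75.9 (Foxi2-only) and 99.6 (Sox3-only). With marker scores within a layer, the ectoderm-like share was 33.9%, germ layer ratios were 0.55 (joint), 0.10 (Foxi2-only), 0.48 (Sox3-only), -0.22 (repressed) and 0.58 (sox3), and the joint layer ratio was -0.30. COV percentiles were 98.9 (joint), 82.2 (Foxi2-only) and 99.6 (Sox3-only). With a lead of 0.5 asked of the highest list, shares were 18.7% mesoderm-like and 4.75% endoderm-like, and germ layer ratios 1.22 (joint), 0.15 (Foxi2-only), 0.62 (Sox3-only), -0.22 (repressed) and 1.05 (sox3). With clusters low in all mesoderm and endoderm lists counted as ectoderm, the ectoderm-like share was 53.5%. The germ layer ratios came to 0.31 (joint), 0.083 (Foxi2-only), 0.39 (Sox3-only) and -0.24 (repressed), the joint layer ratio was -0.42, and the Sox3-only (-0.011) and repressed (-0.0085) layer ratios changed sign. COV percentiles were 99.7 (joint), 83.2 (Foxi2-only) and 91.5 (Sox3-only). Random lists drawn from the highly variable genes left medians as they were and changed percentiles, for the repressed germ layer ratio from 0 to 32.6.

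Leaving out 1 sublibrary at a time left 3840 to 3841 nuclei. COV percentiles were 85.2 to 92.0 (Foxi2-only), 99.4 to 99.4 (joint), 28.6 to 87.2 (repressed) and 99.6 to 99.9 (Sox3-only). Germ layer ratios were 0.097 to 0.099 (Foxi2-only), 0.45 to 0.53 (joint), -0.39 to -0.32 (repressed) and 0.38 to 0.41 (Sox3-only). Layer ratios were -0.54 to -0.46 (joint), 0.15 to 0.31 (Foxi2-only), 0.076 to 0.19 (repressed) and 0.028 to 0.20 (Sox3-only). The layer ratio of hes5.1 was -0.35 to 0.73 and so changed sign without sublibrary 2. Depth limits the values of foxi2, foxi1 and hes5.1.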

Other observations

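At the gene minimum that the study states, 8474 barcodes were kept before doublets were removed. That is lower than the number quoted from the study above. At a minimum of 1000 genes 15920 barcodes were kept, and what else differed between the processing here and that of the study was not tested. In 206 cases the same combination of wells occurred among the nuclei of both sublibraries, and they were kept as separate nuclei. Equal use of all wells would give 162 by chance. The use of each well in each round gave 191, inside the Poisson interval of 179 to 236 around the number seen, so chance with wells used unevenly fits. Of 172 such pairs past both filters, 6.98% (95% Clopper-Pearson interval 3.66 to 11.9%) were in the same cluster, against 7.75% expected from the cluster shares. That argues against RNA of 1 nucleus counted in both sublibraries as a frequent source. Both tests were set before their results, after 206 and 162 had been seen.

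The nuclei with high dscaml1 and tp73 drew attention because tp73 and pidd1 were among the 10 leading genes of the inner cluster. The tests on p53 pathway genes, on doublet scores after removal, on doublets by cluster, on depth and on abundant genes of chromosome 7 were chosen only after those values had been seen, while those on wells, mitochondrial RNA, maternal RNA, chromosomes and doublets with none removed were set before their results. The tests of linked genes, chromosome parts, mixtures and abundant genes were set before their own results, after the variance of chromosome shares had been seen.

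In a list of 23 p53 pathway genes, of which 21 had enough UMIs, the median log2 fold over all other nuclei outside these clusters was 1.72 in the inner and 1.57 in the outer cluster, at the percentile 100 of matched random lists in both. Of 22 genes in the matrix, 12 were above 1 in both clusters, among them ccng1, cdkn1a, eda2r, plk2, polk and mdm2, and 9 were below 0 in at least 1 cluster, among them bax, ddb2, rrm2b, xpc and btg2. A response to p53 is a candidate explanation for these nuclei. The part of the list that did not rise leaves open how complete such a response would be. Ccng1, eda2r and plk2 are in both this p53 list and the repressed target list, so the lists overlap.

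Several technical sources were tested for the same nuclei. Their share over the 12 wells of the first barcoding round ran from 5.37 to 8.30%, with a variance of 0.832 times the binomial variance, which argues against a few affected wells. Summed mitochondrial RNA was 0.922 times that of other nuclei, which argues against damaged nuclei carrying cytoplasm. Maternal genes had a median log2 fold of -0.24, inside the random lists (percentile 34.6), which argues against arrested embryos rich in maternal RNA.

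Depth argued against doublets as the source of either whole cluster. With no doublets removed, median depth was 4940 UMIs in the inner cluster (95% interval from order statistics 4793 to 5171) and 4946 in the outer cluster (4669 to 5516). The named clusters had 3872 to 5095 UMIs, and the clusters with a high doublet score 8286 and 8180. The scores themselves decided less. After removal of high scores the median doublet score was 0.0473 (0.0402 in the inner and 0.0514 in the outer cluster), against 0.0184 to 0.0514 in the named clusters. With none removed, 8.14% of the inner (95% Clopper-Pearson interval 5.64 to 11.3%) and 14.6% of the outer cluster (9.69 to 20.8%) had a score above 0.15. Among the named clusters 1, ventral endoderm-like, had 9.04% (6.27 to 12.5%) and the others 4.18% at most. The inner value was first read as inside the named range, and because that rests on 1 cluster the rule was changed afterwards to leave it open. Some doublets within both clusters therefore stay open.

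Chromosomes gained or lost were tested from the spread of chromosome shares between nuclei. With each nucleus at 2500 UMIs, 5 of 10 chromosomes had a variance above every named cluster in both dscaml1/tp73 clusters, and 8 in at least 1 of them. The prediction set beforehand asked for more than 5, so this test alone went against the explanation. It was read afterwards as undecided, and a sharper test was then written. Without genes above 0.1% of UMIs the number was 6 of 10, so a few abundant genes were not the whole cause. For chromosome 7, which carries dscaml1 and tp73, they carried part of the excess. Its variance was 1.80 and 1.52 with all genes, above the 1.28 of the highest named cluster, and 1.21 and 1.28 without abundant genes, under the highest named cluster at 1.29 but above the others, which reached 1.07. Whether they carried all of it stays open, a reading that replaced a looser rule after the values had been seen. Averaged over chromosomes, the odd and even genes of a chromosome rose and fell together in these nuclei. The mean correlation of their shares across nuclei was 0.314 in the inner and 0.273 in the outer cluster. The 11 named clusters had means of 0.0771 to 0.142. Single chromosomes ran from 0.0369 to 0.573 in the inner and from -0.0428 to 0.620 in the outer cluster, so not every chromosome showed the link. In the named clusters single chromosomes reached 0.315 at most. The left and right part of a chromosome were also linked, with mean correlations of 0.184 and 0.153 against 0.0355 to 0.108, which argues against neighbouring genes regulated together as the whole cause. Mixtures of named clusters of the same layer were drawn 100 times with as many nuclei. They reached 0.167 for the inner and 0.177 for the outer cluster, so 0 draws were as high. A mixture of these named clusters would therefore not give these values. Mixtures across layers, with unnamed clusters or of differing states within the dscaml1/tp73 nuclei were not drawn, so the draws cannot exclude them. These correlations are across nuclei of 1 pool, and nuclei are not independent replicates.

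In 24.3% of the inner cluster (95% Clopper-Pearson interval 19.95 to 29.0%) and 24.1% of the outer cluster (17.3 to 32.0%), at least 1 chromosome, at 2500 UMIs and without the abundant genes, lay more than 33.3% from the median share of its cluster. In the named clusters this held for 5.695 to 9.03% of nuclei, and in the mixtures for 14.2% at most. This share had no prediction of its own. Taken with the lower of the mean correlations, 0.273, these values fit a hypothesis that some of the dscaml1/tp73 nuclei have gained or lost whole chromosomes, with p53 genes raised in the same clusters. It may be checked by DNA content or by chromosome counts, which are not held here. Counts of RNA do not measure DNA, the number of embryos that gave such nuclei is unknown, and whether isolation of nuclei, the embryos or a response of the cells came first was not tested.

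The high COV of target lists at matched expression was tested for differences between ectodermal classes, with tests set before their results. Within the largest ectoderm-like cluster (755 nuclei), the percentile was 92.7 for the joint list (15 genes) and 84.4 for the Sox3-only list (95 genes), both inside 5 to 95, against 99.5 and 99.98 over all ectoderm-like nuclei. That is what differences between classes would give, although fewer genes and nuclei also draw percentiles inwards. The Foxi2-only list, at 82.2 within the cluster (31 genes) and 61.5 over all, was inside 5 to 95 in both but reached 97.9 with at least 200 UMIs, so the test left it open. The repressed list rose from 72.3 to 99.3 within the cluster (41 genes). The design holds 1 group, so no biological explanation could be tested against another group.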
